A study of Homo sapiens with 10 samples. Its data were reported in "Genome-wide identification of replication fork stalling/pausing sites and the interplay between RNA Pol II transcription and DNA replication progression" (2024).

How the data were processed

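BrdU-Seq measures DNA synthesis by sequencing DNA that has taken up the thymidine analogue bromodeoxyuridine (BrdU) during a short pulse and was recovered with an antibody against it. The cells were BJ-hTERT, an established human fibroblast line immortalised with telomerase. Cells were arrested by serum starvation and collected in early S phase, 16 h after release. Before collection they were treated for 1 h with the solvent DMSO, with 100 μM DRB (5,6-dichloro-1-beta-D-ribofuranosylbenzimidazole, an inhibitor of CDK9 that blocks the release of RNA polymerase II into elongation) or with 3 μg/ml α-amanitin (α-Am, a peptide that binds RNA polymerase II and slows nucleotide addition). The series has 10 samples, 2 for each of these groups and 2 each for cells treated with an ATM or an ATR inhibitor. The table of values has columns for DMSO, DRB and α-Am, so 6 libraries in 3 groups were analysed. The ATM and ATR inhibitor comparisons were not analysed here.

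The authors aligned the paired-end reads to the hg38 genome with Bowtie 2 and quantified them over genes, from transcription start to termination site, with EaSeq. The values deposited by the authors are RPM, reads in the whole gene per 1000000 reads of the library. They are not divided by gene length. Duplicate removal, read extension and the annotation release behind the gene list are not stated. Every value above 0 in a column was a whole multiple of one step, to within 0.01 of a read. This leaves no room for a division by an input library and gives the total of each library. These totals were used for depth and for counting precision. The tests took the RPM values themselves, on a log scale, and no model of read counts was fitted, so the count-based form of the gene test that had been planned was replaced by limma.

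Library totals were 40012263 and 42714680 reads for DMSO, 38483196 and 40152912 for DRB, and 34729358 and 37072276 for α-Am. The genes of the table held between 17.0% and 18.5% of each library. The median gene had between 520.5 and 619 reads, and counting error at the lower of these is 4.38% of the value. At the 5th percentile of the shallowest library a gene had 44 reads and a counting error of 15.1%. These errors cover counting of independent reads only, since PCR copies are not independent molecules. Mates of a pair are not independent either, and whether both were counted is not stated.

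The table lists 4957 entries, which are not all genes of the genome. The paper's comparison by gene length was made on transcribed genes replicated in the first timepoint. Whether the table is that set was not checked, so "all genes" here means the genes of the table. ECPAS, which has no position and is 0 in all libraries, was left out, as were TSSC4, EME2, SNORA13 and DBET, each listed at 0 in at least 1 library. The other 4952 were used, and POLR2J4 appears in 2 of the entries. Of all gene identifiers, 4948 are in GENCODE release 44, and 4945 lie there on the same chromosome and strand. Both ends lay within 1 kb of that release for 3068, so the regions are those of the table and not of GENCODE. Starts in the table count from 0, and coordinates are printed from 1. Of the genes used, 579 (11.7%) overlap another gene of the table, and reads in the overlap belong to both. GC content was taken from the hg38 sequence of each region, and separately from the 500 kb on each side. Gene types and overlapping genes were taken from GENCODE.

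The fold change of a gene was the mean RPM of the treated libraries over the mean RPM of the DMSO libraries, with a pseudocount of 0. Fold changes were tested across genes with a two-sided Wilcoxon signed-rank test, over all genes and in the length classes of the study (under 30 kb, 30 to 100 kb and over 100 kb), with Benjamini-Hochberg adjustment over the 2 treatments or the 6 class tests. Genes are not independent replicates. The median of each library was therefore compared as well by a two-sided exact permutation test over libraries, which cannot go below p = 0.333 with 2 against 2. The difference between short and long genes was tested with 100000 permutations of the class labels. Single genes were tested with limma (empirical Bayes with a mean trend) on log2(RPM + 1), with the 3 groups fitted together, and called at an adjusted p of 0.05. This scale understates the change of low genes. The correlation of the treatments was set against 100 simulations of unchanged groups compared with the same DMSO libraries.

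The text names genes by a rule set beforehand. These were the 3 highest and 3 lowest fold changes of each treatment among called genes, or, as no gene was called, among genes at or above the median DMSO value of 14.2 RPM. SPTAN1 was named as the gene in which the study measured elongation. The tests, the length classes and this rule were fixed before the data were examined. So were these alternatives: libraries scaled to their median or total, a filter at the 25th percentile of the DMSO value, other pseudocounts, each replicate left out, a replicate block, a single entry per symbol, a trimmed mean, autosomes alone, summed signal, length tertiles, matching on the DMSO value, limma without trend, limma on the groups compared alone, and Pearson's r. Removal of a GC trend from each library (lowess, fraction 0.3) and matching on GC quintiles were added after seeing the data. The removal kept the median deviation of each library from the mean of all libraries. A change shared by most genes therefore stays in.

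On simulated data for 4952 genes, with 200 changed 1.5-fold and a biological coefficient of variation of 2.55%, limma recovered 94% of the changed genes, 3.09% of its calls were on unchanged genes, and it made 0 calls when no gene changed. That share was not simulated at the wider spread of the α-Am libraries, which enter the fit of the 3 groups together. It is therefore not the power of the α-Am test, nor of the DRB test in that fit. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, samtools 1.23.1, and R 4.3.3 with limma 3.58.1.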

Results

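BrdU-Seq signal was measured over 4952 genes of the table, a part of the genes of the genome. The cells were BJ-hTERT fibroblasts in early S phase, 16 h after release from serum starvation. The groups were DMSO, DRB and α-Am, each of 2 libraries. Libraries held between 34729358 and 42714680 reads. Genes were between 0.1 and 864 kb long, with a median of 20.4 kb, and 4727 were protein coding. Values are reads in the whole gene per 1000000 reads of the library (RPM), so they give the share of a library that falls in a gene and not an absolute amount of labelled DNA.

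Replicates were compared first. The RPM of the replicates differed by a median of 0.075 on the log2 scale in DMSO, 0.096 in DRB and 0.19 in α-Am. The chi-square per gene between replicates was 2.06, 2.36 and 11.9 for these groups, where counting error alone gives values near 1 if reads are independent. PCR copies, or both mates of a pair if both were counted, would raise that value. The excess in DMSO and DRB is therefore not shown to lie beyond counting. The α-Am libraries therefore differed from each other far more than the other pairs did, and no pair was close enough to be a single library deposited again.

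To ask whether slowing transcription elongation changes replication of genes, each treatment was compared with DMSO gene by gene. With DRB, the median fold change was 1.02 (interquartile range 0.95 to 1.1; Wilcoxon signed-rank test across genes, adjusted p = 1.5e-47), and 57.4% of genes were above 1. The library medians were 0.999 and 1.03, against 1.00 and 0.996 for the DMSO libraries, each of which is part of its own reference. The DRB mean of 1.02 ± 0.0224 (SD, n = 2) did not differ from DMSO beyond the spread between replicates (exact permutation test, p = 0.667). With α-Am, the median fold change was 1.12 (interquartile range 1.01 to 1.25; signed-rank z = 44.6), and 76.9% of genes were above 1. Library medians were 1.05 and 1.17, both above the DMSO libraries, with a mean of 1.11 ± 0.0895 (SD, n = 2; exact permutation test, p = 0.333, the smallest possible with 2 against 2). Without α-Am replicate 2 the median fold change was 1.05. The DRB value moved most without DRB replicate 2, to 0.999. The α-Am value moved most when each library was divided by its median, to 1.01, and the DRB value was then 1.00. That is in part by construction, as it removes any change shared by most genes.

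Both treated libraries lay above both DMSO libraries in 1458 genes (29.4%) with DRB and in 2437 genes (49.2%) with α-Am. They lay below both in 1112 genes (22.5%) and 501 genes (10.1%). Chance gives 16.7% in each direction.

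Genes were then split by length, as the study did, to ask whether the effect depends on it. There were 3065 genes under 30 kb, 1416 between 30 and 100 kb and 471 over 100 kb. With DRB, the median fold change was 1.04 in the short genes (adjusted p = 1.9e-68), 1.00 in the middle class (adjusted p = 0.156) and 0.981 in the long genes (adjusted p = 9.2e-05), by the signed-rank test across genes. The corresponding DRB library medians were 1.02 and 1.05, 0.984 and 1.02, and 0.969 and 0.994. With α-Am, the median fold change was 1.17 in the short genes (z = 40.1), 1.06 in the middle class (adjusted p = 1.6e-68) and 1.02 in the long genes (adjusted p = 2.4e-08). The α-Am library medians were 1.07 and 1.26, 1.03 and 1.08, and 1.02 and 1.02. At the level of libraries the exact permutation test gave p = 0.333 for every class except the middle class with DRB, where p was 1. With libraries divided by their totals over the table, the long genes were at 0.996 with DRB and 0.978 with α-Am.

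**Figure D1:**
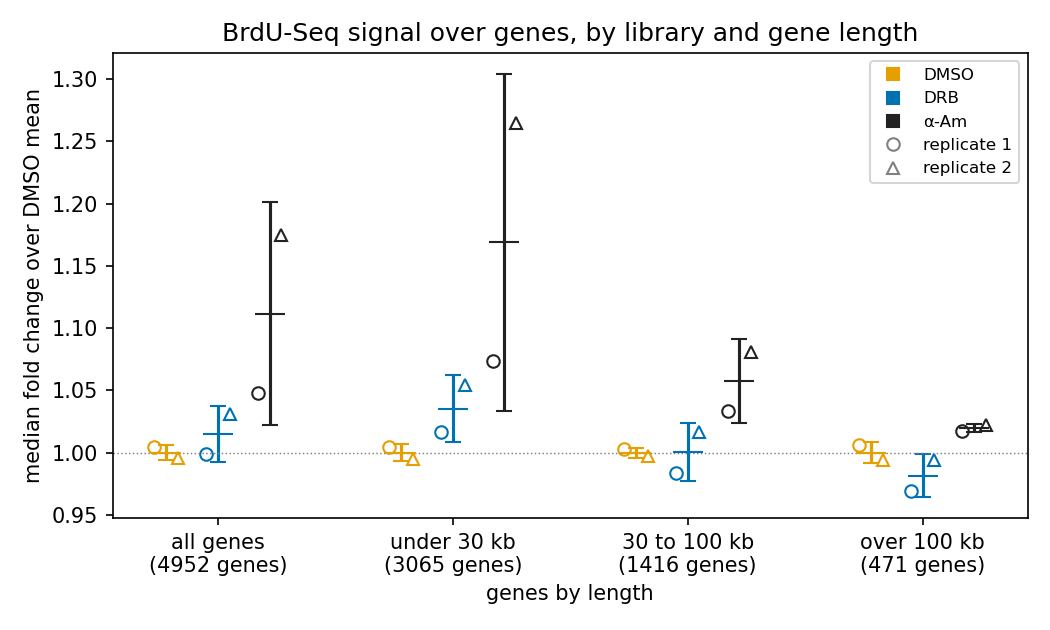
Median fold change over the DMSO mean in each library, for all genes and for 3 classes of gene length; circles and triangles are replicates 1 and 2, and bars give the mean ± SD of the 2 libraries. In genes under 30 kb the α-Am libraries sit at 1.07 and 1.26 and the DRB libraries at 1.02 and 1.05, and in genes over 100 kb they sit at 1.02 and 1.02, and at 0.969 and 0.994.

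The difference between short and long genes was tested directly. The median log2 fold change of genes under 30 kb exceeded that of genes over 100 kb by 0.083 with DRB and by 0.20 with α-Am (permutation test, p = 1.0e-05 for each, the smallest that 100000 resamples can give). In single libraries the difference was 0.068 and 0.085 with DRB, and 0.077 and 0.31 with α-Am, against −0.0016 and 0.0017 in the DMSO libraries. The DMSO values mirror each other by construction, as each DMSO library is part of the mean it was divided by. They understate the spread between DMSO libraries. The direction was the same in all 4 treated libraries. The size of the α-Am value rested on replicate 2, and without it the difference was 0.077. Short genes were higher on 20 of 22 chromosomes with DRB and on 22 of 22 with α-Am. Across genes, fold change fell with length, with Spearman's rho of −0.21 for DRB and −0.39 for α-Am.

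The length classes also differed in sequence composition and signal. The median GC content was 52.6% in genes under 30 kb, 45.4% in the middle class and 42.8% in genes over 100 kb. The median DMSO signal was 6.35, 42.4 and 143 RPM. When short and long genes were compared within quintiles of GC content, a comparison chosen after seeing the data, the difference was −0.028 with DRB (permutation test, p = 3.0e-05) and 0.0088 with α-Am (permutation test, p = 0.204). In the quintile of lowest GC content, from 34.0% to 42.1%, the median fold change of the short genes was 0.927 with DRB and 0.957 with α-Am, and that of the long genes was 0.938 and 0.956. In the middle quintile, the short genes were at 1.03 and 1.14 and the long genes at 1.06 and 1.14. In the next quintile α-Am was at 1.23 in short and 1.19 in long genes, and DRB at 1.07 and 1.11. In the highest quintile α-Am was at 1.35 and 1.22 and DRB at 1.11 and 1.11. These quintiles held only 27 and 9 long genes.

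**Figure D2:**
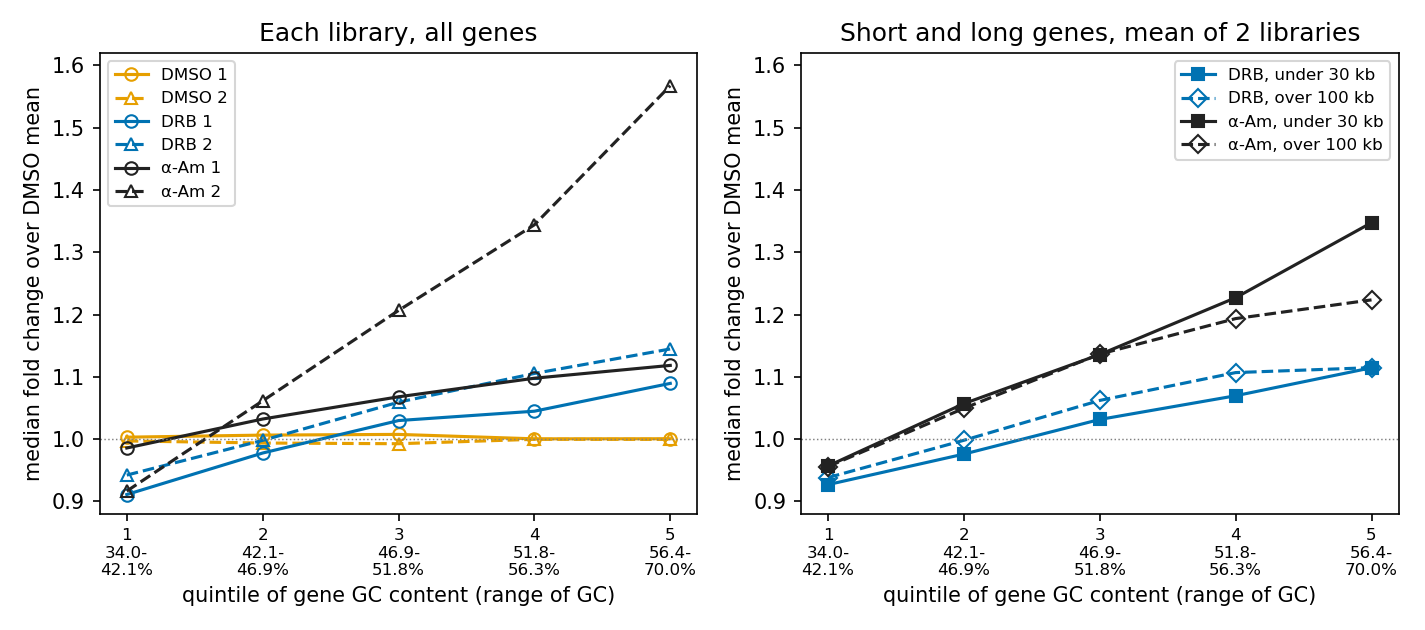
Median fold change over the DMSO mean by quintile of gene GC content, for all genes in each library (left) and for short and long genes from the mean of the 2 libraries of a treatment (right). From the lowest to the highest quintile the α-Am libraries run from 0.986 to 1.12 and from 0.916 to 1.57, the DRB libraries from 0.911 to 1.09 and from 0.942 to 1.14, and the DMSO libraries stay between 0.993 and 1.01. Each DMSO library is part of the DMSO mean it is compared with.

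The effects of the treatments were compared across genes. The log2 fold changes of DRB and α-Am correlated with Spearman's rho of 0.69. Because both were taken against the same DMSO libraries, unchanged groups already gave a median rho of 0.332, with a range of 0.294 to 0.373 over 100 simulations. The signal with α-Am was higher than with DRB in 81.9% of genes, with a median ratio of 1.08 (signed-rank z = 48.4). After each library was divided by its median the ratio was 0.994 and was not past the threshold of the signed-rank test. That is in part by construction, as the division takes away any difference shared by most genes.

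Single genes were tested with limma. At an adjusted p under 0.05, 0 genes were called with DRB and 0 with α-Am, with smallest adjusted p-values of 0.688 and 0.125. At an unadjusted p under 0.05 there were 357 genes (7.21%) with DRB and 1293 (26.1%) with α-Am. The DRB count depended most on the groups in the fit, with 423 genes called when the more variable α-Am libraries were left out (165 higher and 258 lower). The α-Am count moved most with replicate number as a block, to 465 genes (442 higher and 23 lower), although libraries of the same number did not deviate together. With the GC trend removed, 129 genes were called with α-Am, all of them higher. That removal kept the median offset of each library, with a median log2 fold change of 0.135 with α-Am. This favours calls of higher genes.

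As no gene passed, the genes named here are those of most extreme fold change among genes above the median DMSO signal, and none of them was called by limma with the 3 groups fitted together on the RPM as deposited and no replicate block. The 6 genes named for DRB were called when only the DRB and DMSO libraries were fitted, with the GC trend left in. Once the GC trend was removed, with the 3 groups fitted together, 0 genes were called with DRB (smallest limma adjusted p = 0.134). In that fit AGRN, IQSEC1 and ARHGEF10L were called with α-Am. Coordinates are of hg38. With DRB the highest was FAM193B (ENSG00000146067, chromosome 5, 177519789 to 177554585, minus strand), at 26.0 ± 1.59 RPM against 19.0 ± 0.894 in DMSO (SD, n = 2), a fold change of 1.37 (log2 0.43 ± 0.095 SE; limma adjusted p = 0.688). IQSEC1 (ENSG00000144711, chromosome 3, 12897337 to 12987036, minus strand) was at 1.36 with DRB and 1.55 with α-Am. It had 17.5 ± 1.16 RPM in DMSO, 23.9 ± 0.344 in DRB and 27.2 ± 6.61 in α-Am (SD, n = 2). The table covers only part of the gene, which GENCODE extends to 13283281. CTC1 (ENSG00000178971, chromosome 17, 8224821 to 8248095, minus strand), which overlaps PFAS, had a fold change of 1.26 with DRB.

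The lowest with DRB were SERBP1 (ENSG00000142864, chromosome 1, 67407810 to 67430440, minus strand) at 0.789, HMGA2 (ENSG00000149948, chromosome 12, 65824460 to 65843523, plus strand) at 0.799 and KBTBD2 (ENSG00000170852, chromosome 7, 32868166 to 32891856, minus strand) at 0.809. SERBP1 fell from 14.2 ± 1.97 to 11.2 ± 1.96 RPM (SD, n = 2), a change whose replicates were 9.85 and 12.6 RPM in DRB against 15.6 and 12.9 in DMSO. The HMGA2 region is the first part of a gene that GENCODE extends to 65966291, and it overlaps another gene of the table. GENCODE extends KBTBD2 to 32894131. With the GC trend removed, the DRB log2 fold changes of these genes stayed negative, at −0.19, −0.19 and −0.18. Their α-Am log2 fold changes, −0.039, −0.061 and −0.17, became 0.18, 0.15 and 0.012.

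With α-Am the highest were AGRN (ENSG00000188157, chromosome 1, 1020123 to 1056119, plus strand) at 1.59, IQSEC1 at 1.55 and ARHGEF10L (ENSG00000074964, chromosome 1, 17618313 to 17697869, plus strand) at 1.54. Replicate 2 carried most of this. AGRN had 16.3 and 29.5 RPM in the α-Am libraries against 13.2 and 15.5 in DMSO, and ARHGEF10L had 18.1 and 31.3 RPM against 16.4 and 15.8. The GC content of these regions was 65.7% for AGRN, 55.3% for IQSEC1 and 55.3% for ARHGEF10L. The lowest were MRPL19 (ENSG00000115364, chromosome 2, 75646783 to 75662208, plus strand) at 0.749, GMFB (ENSG00000197045, chromosome 14, 54474491 to 54489026, minus strand) at 0.768 and KRR1 (ENSG00000111615, chromosome 12, 75497639 to 75511638, minus strand) at 0.772. Their GC content was 37.9%, 36.6% and 35.0%. MRPL19 had 18.9 ± 1.46 RPM against 25.2 ± 0.10 in DMSO (SD, n = 2; log2 −0.40 ± 0.095 SE; limma adjusted p = 0.125). MRPL19 overlaps GCFC2, and KRR1 overlaps GLIPR1. GENCODE starts ARHGEF10L at 17539698 and KRR1 at 75490863, and ends MRPL19 at 75690851, so these regions cover only part of each gene.

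SPTAN1 (ENSG00000197694, chromosome 9, 128552558 to 128633665, plus strand, 81.1 kb) had 71.3 ± 4.34 RPM in DMSO, 70.9 ± 2.28 in DRB and 78.4 ± 7.49 in α-Am (SD, n = 2). The fold changes were 0.995 and 1.1, with log2 values of −0.0065 ± 0.076 and 0.13 ± 0.076 (SE; limma adjusted p = 0.986 and 0.262). Neither was larger than the spread between replicates. The α-Am value became −0.0091 with libraries divided by their median, and the DRB value 0.014 with libraries divided by their total. The region overlaps DYNC2I2.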

Values the study reported

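The study reported that DRB lowered the rate of transcription elongation across SPTAN1 by 52% and that α-Am lowered it by 33%.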

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

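Over all genes, the median fold change of both treatments kept its direction under every scaling, filter and pseudocount tried and with the replicate block. It stayed past the threshold of the signed-rank test in each of these. The trimmed mean, at 1.02 with DRB and 1.12 with α-Am, had no test of its own. Division by the library median brings the median fold change near 1 by construction, so that setting cannot speak for a kept direction. The median fold change ranged from 1.00 to 1.04 with DRB and from 1.01 to 1.12 with α-Am. Leaving out DRB replicate 2 took the DRB value to 0.999. Genes under 30 kb kept their direction and their side of the threshold under scaling, filter, pseudocount, tertiles, replicate block, a single entry per symbol and GC trend removal. As the GC trend removal keeps the median of each library, a direction kept or gained there by any length class is in part by construction. The summed signal of genes under 30 kb, which has no test, gave 1.01 with DRB and 1.12 with α-Am.

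The classes of longer genes depended on the scaling and on other choices. With libraries divided by their medians, the 30 to 100 kb class reversed to 0.986 with DRB and to 0.959 with α-Am. In that setting genes over 100 kb reversed to 0.922 with α-Am. The median ratio of α-Am to DRB became 0.994 there, near 1 in part by construction. With libraries divided by their totals, genes over 100 kb reversed to 0.978 with α-Am and came to 0.996 with DRB, no longer past the threshold, while the 30 to 100 kb class came to 1.02 with DRB and passed it. These divisors rescale all genes of a library alike, and the fold changes of these classes lie close to 1. With length tertiles, the middle DRB class was at 1.02, past the threshold, and the longest at 0.995, no longer past it; the tertiles move shorter genes into both classes. With the GC trend removed, an alternative added after seeing the data, the 30 to 100 kb class was at 1.02 and genes over 100 kb reversed to 1.03 with DRB. The same removal raised the α-Am values of these classes to 1.11 and 1.12, and lowered genes under 30 kb to 1.01 with DRB and 1.12 with α-Am. The summed signal of the 30 to 100 kb class was 0.986 with DRB, below 1, with no test.

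The difference between short and long genes kept its sign under scaling, filter, pseudocount, tertiles and replicate block. The filter on the DMSO value lowered it to 0.046 with DRB and 0.13 with α-Am, and the rank correlations with length to −0.080 and −0.25. With GC content held it shrank or reversed. With the GC trend removed it was −0.033 with DRB and −0.0035 with α-Am, and the DRB rank correlation with length became 0.070; that of α-Am shrank to −0.044 but kept its sign and stayed past its threshold. Matched on GC content it was −0.028 and 0.0088. Matched on the DMSO value it was −0.020 and 0.011, but only 3 genes under 30 kb shared the highest quintile with 451 of the genes over 100 kb, so that matching compares almost nothing.

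Leaving out each library in turn gave DRB medians of 0.999 to 1.03 over all genes, 1.02 to 1.05 under 30 kb, 0.984 to 1.02 for 30 to 100 kb and 0.969 to 0.994 over 100 kb. With α-Am they were 1.05 to 1.17, 1.07 to 1.26, 1.03 to 1.08 and 1.01 to 1.03. The difference between classes ran from 0.068 to 0.085 with DRB and from 0.077 to 0.31 with α-Am, lowest without α-Am replicate 2. These have no test, and limma was not refitted, as a group would keep a single library.

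Counts of called genes moved from 0 in a few fits. DRB gave 423 when only its own and the DMSO libraries were fitted, which leaves out the variable α-Am pair. α-Am gave 129 with the GC trend removed, a step that keeps the median offset of each library. With replicate number as a block, α-Am gave 465 (442 higher, 23 lower) and DRB 0. Libraries of the same number do not deviate together (correlations of −0.027, 0.0063 and 0.019), so the number does not pair them; the cause of that count was not tested. All other limma settings gave 0.

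Among the named genes, the GC trend removal reversed KRR1 with DRB to 0.15, and SERBP1, HMGA2 and KBTBD2 with α-Am to 0.18, 0.15 and 0.012 (log2). SPTAN1 reversed to 0.014 with DRB under total scaling and to −0.0091 with α-Am under median scaling. In 17 other cases a named gene passed the limma threshold: FAM193B, IQSEC1, CTC1, SERBP1, HMGA2, KBTBD2, MRPL19 and ARHGEF10L with DRB when only the groups compared were fitted; AGRN, IQSEC1, ARHGEF10L, FAM193B, MRPL19 and GMFB with α-Am under the replicate block; and AGRN, IQSEC1 and ARHGEF10L with α-Am after GC trend removal. Median scaling moved the median limma log2 fold change over all genes with α-Am from 0.14 to 0.0084. With 2 libraries per group, the exact test over libraries can pass no threshold.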

Other observations

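The tests of GC content against length, of unenriched DNA, of the α-Am replicates against each other, of thinned reads and of short genes poor in GC were chosen after the result they bear on had been seen. The remaining tests had been written down before their values were known.

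Fold change followed the GC content of a gene more closely than its length. Spearman's rho across genes was 0.60 with DRB and 0.79 with α-Am for GC content, against −0.21 and −0.39 for length. At a given GC content, the partial rho for length was 0.12 with DRB and −0.0096 with α-Am, while at a given length the partial rho for GC content was 0.59 and 0.75. Against the DMSO mean, each of the 4 treated libraries rose with GC content (rho 0.49 and 0.58 in DRB, 0.44 and 0.83 in α-Am), and the DMSO libraries compared with each other did not (0.021).

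The GC content of the genes is a candidate explanation for the higher fold change of short genes. Within GC quintiles, the difference between genes under 30 kb and over 100 kb was −0.028 with DRB and 0.0088 with α-Am, from 0.083 and 0.20 without matching. In simulated fold changes of 4952 genes with a fixed step for genes under 30 kb, the same matching left 0.199 of a difference of 0.197. A fixed step has to survive such matching, so this checks the calculation only. It cannot tell how much of a graded length effect the matching would take away. After removal of the GC trend, a weak rank correlation of α-Am fold change with length was left (−0.044), so a small length effect stays open. A GC adjustment would, however, also take away any biological effect that runs along GC content.

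The low signal of short genes was tested by matching on the DMSO value. The difference fell to −0.020 with DRB and 0.011 with α-Am, which is what low signal as the cause would give under the criterion set beforehand. That comparison was judged void only afterwards, since gene length nearly fixes the DMSO value and 3 short genes stood against 451 long ones in the highest quintile, so from it the cause cannot be told apart from length. Other tests were then added. Genes under 30 kb in the lowest GC quintile, with a median of 13.9 RPM against 143 RPM in genes over 100 kb, had a median log2 fold change of −0.11 with DRB and −0.064 with α-Am. These lie below the −0.028 and 0.027 of the long genes, in each of the 4 treated libraries, which argues against low signal as the whole cause. These genes still have more signal than the 6.35 RPM median of all short genes, so a part played by low signal stays open. Leaving out genes under the 25th percentile of the DMSO value lowered the difference between short and long genes to 0.046 with DRB and 0.13 with α-Am, which leaves room for such a part. Thinning the reads of long genes at random to the numbers of short genes left medians of −0.021 and 0.035, far from the 0.056 and 0.23 of the short genes. Random thinning bears on counting error only.

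What makes fold change rise with GC content stays open. More unenriched DNA in the treated libraries would even out read density, which in DMSO falls with GC content (rho −0.63 in each library). At a given DMSO density the rho of fold change with GC content was still 0.40 with DRB and 0.68 with α-Am, which argues against it as the whole cause. A shift in which regions were being replicated should act on neighbouring genes together. At a given density of the genes within 1000 kb, known for 96.8% of genes, the rho was 0.53 and 0.76, which argues against that as the whole cause, as far as this density stands for the time of replication. A GC preference that acts on each fragment, in amplification or recovery, would follow the gene itself and not its surroundings. The partial rho of gene GC content at a given GC content of the flanks was 0.47 and 0.69, against 0.014 and −0.036 for the flanks at a given gene GC content. This is consistent with such a preference, but an effect of transcription inhibition confined to gene bodies that run along GC content may give the same. The design offers that biological explanation, and transcription of these genes was not used here, so it was not tested.

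The α-Am replicates, treated alike, parted along GC content. The ratio of replicate 2 to replicate 1 rose with GC content with rho 0.73, against 0.021 for the DMSO pair and 0.071 for the DRB pair. In the highest GC quintile the replicates were at 1.12 and 1.57. The treatment alone cannot give a difference between libraries treated alike, so this part of the α-Am signal may come from sample handling or library preparation, or from a treatment that acted unequally. The labels name no batch that would separate them.

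The correlation of the α-Am and DRB fold changes, 0.69, lies above the highest value of 0.373 in simulations of unchanged groups, so shared DMSO libraries are not enough to explain it. With the GC trend removed from each library it was 0.411, inside the 0.354 to 0.431 of the simulations for that case. Pearson's r fell from 0.690 to 0.532 with the same removal. The simulated values of Pearson's r were not kept, so whether 0.532 lies above those of unchanged groups cannot be told. By rank correlation alone, a shared GC trend is therefore a candidate explanation for what the correlation holds beyond the shared controls. Pearson's r leaves this undecided.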
